A study of Homo sapiens with 6 samples. Its data were reported in "A distinct mechanism of epigenetic reprogramming silences PAX2 and initiates endometrial carcinogenesis" (2025).

How the data were processed

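RNA-seq was analysed from 6 libraries of AN3CA, an established human endometrial cancer cell line. Per the labels, 3 libraries came from cells carrying an empty hairpin vector (shEV) and 3 from cells carrying a short hairpin RNA against *PAX2* (shPAX2). The study's methods also give an empty vector for this line, while its text elsewhere calls the AN3CA control scrambled. The labels number the replicates 1 to 3 within each group and give no date or batch. Neither the labels nor the study's methods say whether replicates are separate transductions or cultures of a single transduced population.

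The authors deposited TPM values, which are reads scaled by gene length and by the library total, for 17471 genes named by symbol. The study's methods describe stranded, rRNA-depleted total RNA libraries read from a single end, aligned with STAR to hg19 (GRCh37) and summarised with RSEM. Those methods name samples of another cell line, so the counting tool behind the AN3CA values is not stated. The values of each library had the same total over the listed genes. Within each gene, the ratios of the values between libraries were ratios of whole numbers, with a largest relative deviation of 7.17e-14, and this held in 100.0% of genes. Whole reads per gene were therefore recovered from the TPM values, up to a factor common to all libraries of a gene. On simulated reads this recovery returned the exact reads for 98.0% of 1968 genes. All values followed 1 length per gene in the 6 libraries, which differs from the effective lengths that RSEM estimates per sample.

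The recovered reads gave the depth. The totals were 10730909, 17359110 and 18221859 reads in shEV replicates 1 to 3, and 29405787, 26816117 and 19422615 reads in shPAX2 replicates 1 to 3. Depth and group were therefore partly confounded. A gene at or under 3 reads in every library of a group was treated as being at the floor, and a fold against such a group was computed against 3 reads and given as a lower bound. Reads carry no molecular identifiers, so floors cover counting error only. Chi-square per degree of freedom of the recovered reads ran from 3.20 to 15.5 between libraries of 1 group and from 33.4 to 61.0 between groups, so no library was a copy of another.

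Genes with a TPM of at least 0.5 in at least 3 libraries were tested. The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust) on log2(TPM + 0.5), 3 shPAX2 against 3 shEV, with no covariate, two-sided, and Benjamini-Hochberg adjustment over all genes tested. The threshold was an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of low genes. TPM is a share of a total, so a change in abundant genes moves all others.

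Gene lists for S phase, G2/M, epithelial, mesenchymal, urogenital development and interferon response were tested with limma's camera (preset inter-gene correlation 0.01) and adjusted over the 6 lists. The genes flanking *PAX2* formed a separate list. Each list was tested again with fry and with camera using an estimated correlation. The named genes included *PAX2*, *PAX8*, *PGR*, *ESR1*, *HIF1AN*, *SLF2*, *MKI67*, *CCNB1*, *CCND1*, *CDH1* and *VIM*. To these were added, among genes past the threshold with a mean TPM of at least 5, no overlap between the groups and no small RNA name, the 5 with the highest and the 5 with the lowest log2 fold change. The tests, the lists and the naming rule were fixed before the data were examined. A preliminary limma fit was then run, and the tests of possible explanations were set after it had shown the counts and the list results.

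Symbols were matched to GENCODE release 44 on GRCh37, 15324 directly and 1237 through an older symbol, which covered 94.8% of the listed genes. The 29-base hairpin target was located in the *PAX2* transcripts. Each 7-base window of the antisense and sense strands was compared with the 3′ UTRs of 11531 tested genes. The median log2 fold change of genes with a match was set against that of genes without, with 100000 resamples per window in a two-sided permutation test, Benjamini-Hochberg adjustment over all windows, and the percentile of the difference among all 7-mers. Genes in genome order were summarised by a running median over 51 genes and compared with 1000 shuffled orders.

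The fit was tested on simulated reads drawn for the real genes and library sizes, with 200 genes changed by known factors. With a dispersion estimated for each gene, 97.0% of the changed genes were recovered at an adjusted p under 0.05 among 13245 genes tested. Unchanged genes made up 8.29% of those calls, which is above the nominal rate, and 6.90% of the calls past the fold threshold. An earlier simulation used the same dispersion (0.005) for every gene, a value set by hand that lies above the median of the per-gene estimates (0.00246). It recovered 99.0% with 9.50% unchanged among the calls. In 10 simulations with no change the fit made at most 6 calls with per-gene dispersions and at most 16 with the single value.

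Other settings, fixed before the values were seen, were other pseudocounts, filters, scalings, thresholds and moderation, a replicate block, and fits without each library. After the data were seen, limma with voom weights on the recovered reads and a fit without the genes of chromosome 6 were added. *PGR* was not analysed here. Figures were drawn with matplotlib 3.10.9.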

Results

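Gene expression was measured by RNA-seq in AN3CA cells, an endometrial cancer line that expresses *PAX2*, after transduction with an empty vector (shEV, 3 libraries) or with a hairpin against *PAX2* (shPAX2, 3 libraries). *PAX2* encodes a developmental transcription factor that the study describes as silenced early in endometrial carcinogenesis. The values were TPM for 17471 genes. The reads behind them numbered 10730909 to 18221859 per shEV library and 19422615 to 29405787 per shPAX2 library, so every shPAX2 library was deeper than every shEV library. *RPPH1* and *RMRP* together took 12.7% to 15.6% of the TPM of a library. The first principal component carried 66.4% of the variance and separated the groups.

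The targeted gene was examined first. *PAX2* lies on chromosome 10 from 102495153 to 102589701 (GRCh37, plus strand). The hairpin target, GTCAAGTCGAGTCTATCTGCATCCACCAA, matched positions 102568912 to 102568940, in exon 7 of 10 in several annotated transcripts, and was present in 10 of 12 annotated transcripts, in 9 of them within the coding sequence. *PAX2* stood at 4.03, 3.66 and 2.74 TPM in shEV replicates 1 to 3, from 91, 136 and 104 reads. In shPAX2 replicates 1 to 3 it stood at 0.916, 0.723 and 1.17 TPM, from 59, 41 and 48 reads. The mean was 3.47 ± 0.665 TPM in shEV and 0.936 ± 0.224 TPM in shPAX2 (SD, n = 3 each). The shPAX2 mean was thus 26.9% of the shEV mean, and residual *PAX2* reads remained in every shPAX2 library. The log2 fold change was -1.47 (SE 0.18), with an adjusted p of 0.000294 in limma. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. The estimate moved most with voom on the recovered reads, an alternative chosen after seeing the data, to -1.87.

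**Figure D1:**
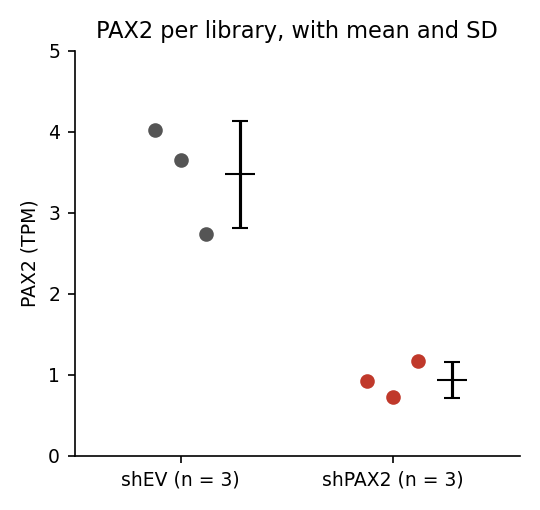
*PAX2* in TPM for each shEV and shPAX2 library (points), with the mean and SD of each group (bars, n = 3). The shPAX2 libraries lie at 0.723 to 1.17 TPM, all below the shEV libraries at 2.74 to 4.03 TPM.

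The extent of the transcriptional change was assessed next. Of 13163 genes tested, 598 passed the threshold, with 188 higher and 410 lower in shPAX2. An adjusted p under 0.05 with no fold threshold was reached by 5629 genes, 1612 higher and 4017 lower. Whether the libraries of a group come from separate transductions is not stated. If they share a transduced population, these p-values reflect the spread between its libraries and not between repeated knockdowns. The groups did not overlap in 54.9% of the genes tested, against the 10% that chance gives for 3 against 3. A filter at a TPM of 5 moved the count most among the other filters and scalings, to 303 genes, because fewer genes were tested. The median log2 fold change of all tested genes was -0.10, and median-of-ratios scaling moved it to -0.00018. Lower genes made up 68.6% of the calls on the TPM scale, and 60.7% under median-of-ratios scaling, and 293 of 533 calls were lower under quantile normalization, so the excess of lower calls depended on the scaling. After every library was thinned to the reads of the smallest one, a median of 89.8% of the 598 genes were kept (88.3% to 92.1% in 10 draws). Of the calls with an annotated position, 9.46% overlapped another tested gene on the same strand, where reads could have been assigned to either gene. Chromosome 6 differed from the other chromosomes. Its 634 tested genes had a median log2 fold change of 0.39 against -0.11 elsewhere, and they supplied 24.4% of all genes that were higher at an adjusted p under 0.05. They supplied 16 of the higher and 12 of the lower genes past the fold threshold.

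**Figure D2:**
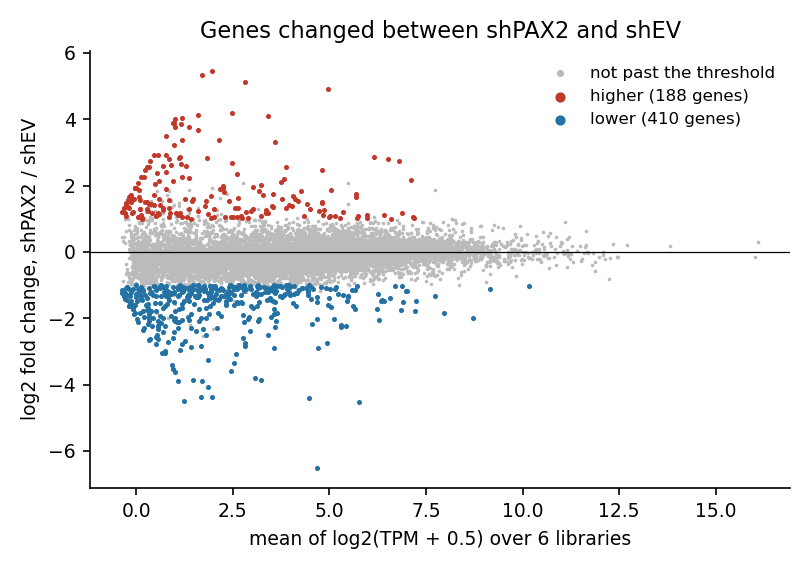
Log2 fold change (shPAX2 over shEV) against the mean of log2(TPM + 0.5) over the 6 libraries, with 1 point per tested gene. Genes past the threshold are coloured, 188 higher and 410 lower.

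The strongest changes among genes with a mean TPM of at least 5, no overlap between the groups and no small RNA name were the following. *SFRP1* (chromosome 8, 41119481 to 41166992) fell from 243 ± 14.5 to 2.17 ± 0.158 TPM (SD, n = 3 each), a log2 fold change of -6.51 (SE 0.07). Its adjusted p in limma was 1.51e-10. A listed microRNA gene, *MIR548AO*, overlaps it on the same strand. *ANXA1*, *PLK2*, *CTGF* (now *CCN2*) and *CAMK4* followed, with log2 fold changes from -4.54 to -4.38 and limma adjusted p from 1.52e-07 to 0.0146. *PLK2* was the most variable of them, at 5.92 ± 4.32 TPM in shPAX2 (SD, n = 3). *CTGF* lies on chromosome 6. Among higher genes, *VGF* (chromosome 7, 100805790 to 100808850) rose from 0.686 ± 0.0444 to 40.7 ± 3.73 TPM (SD, n = 3 each), a log2 fold change of 5.11 (SE 0.10) with a limma adjusted p of 7.65e-09. *CPA4* rose from 5.21 ± 0.735 to 181 ± 71.7 TPM (SD, n = 3 each), and its shPAX2 libraries stood at 98.0, 223 and 221 TPM. *RAB39A* rose by 4.20 on the log2 scale (limma adjusted p 0.000313). *EVA1C* and *AFF3* had at most 3 reads in each shEV library. *EVA1C* was at least 88.4-fold higher and *AFF3* at least 295-fold higher in shPAX2. The groups did not overlap for any of these 10 genes, which the naming rule required.

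**Figure D3:**
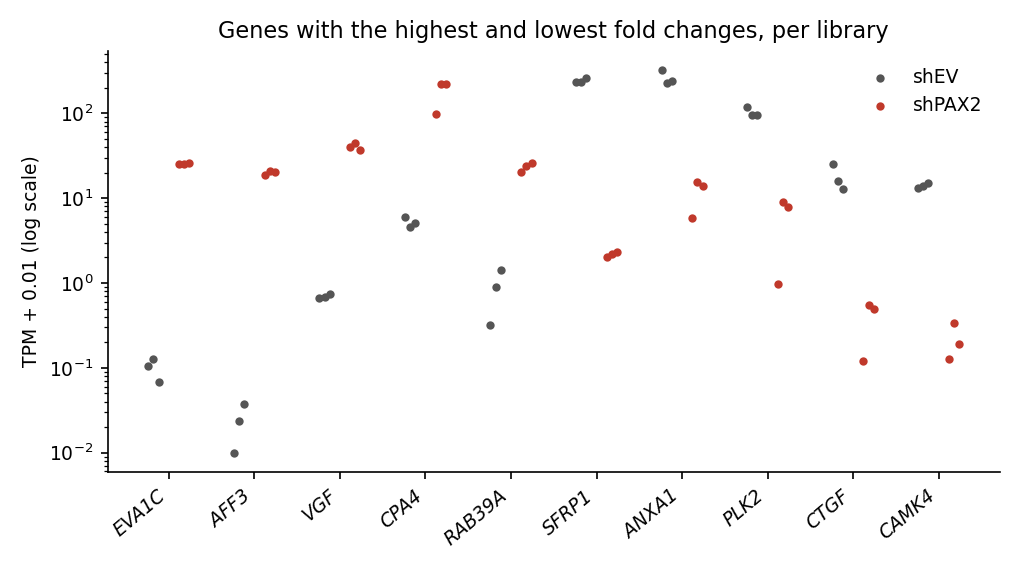
TPM plus 0.01 on a log axis for the 5 genes with the highest and the 5 with the lowest log2 fold change under the naming rule, with 1 point per library. *AFF3* and *EVA1C* were at the floor of 3 reads or fewer in each shEV library.

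Other genes fixed in advance changed less. *MKI67* (-0.20, adjusted p 0.196 in limma), *CCNB1* (0.06, adjusted p 0.534) and *VIM* (-0.14, adjusted p 0.0683) did not pass. *MKI67* reached an adjusted p of 0.0356 without shEV replicate 3, at a log2 fold change of -0.31, the lowest p of a range up to 0.571 over the alternatives. *CCND1* and *CDH1* were below the filter. *CCND1* had 6, 6 and 19 reads in shEV and 2, 6 and 1 in shPAX2. In the limma fit without a filter its log2 fold change was -0.52, with an adjusted p of 0.0425. *CDH1* had at most 4 reads in a library (adjusted p 0.637 in that fit).

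The study asked whether neighbours of *PAX2* were perturbed where the locus is silenced. From RNA-seq of a panel of cell lines it reported that only *PAX2* was silenced. Here a hairpin targets the *PAX2* transcript, so the values below do not test whether silencing of the locus spreads. Of 16 flanking genes on chromosome 10, 13 were tested. At an adjusted p under 0.05 in limma, 8 of the 13 differed adjusted over the list alone, and 8 when adjusted over all genes tested. That is 61.5% of the list against 42.8% of all tested genes. None passed the fold threshold, while 10 had an unadjusted p under 0.05. The changes went both ways, with 7 higher and 6 lower and a median log2 fold change of 0.04. *SCD* was the highest, at 0.72 (SE 0.05, limma adjusted p 1.98e-05), and *SEC31B* the lowest, at -0.87 (SE 0.18, limma adjusted p 0.00493). The nearest named neighbours, *HIF1AN* and *SLF2*, changed by 0.16 (limma adjusted p 0.0743) and -0.14 (limma adjusted p 0.0852). *HIF1AN* overlaps *NDUFB8* on the opposite strand, and its call depended on the scaling, with a log2 fold change of 0.26 and an adjusted p of 0.00957 under median-of-ratios scaling (0.00957 to 0.229 over the alternatives). Without shEV replicate 1 it was 0.20, with an adjusted p of 0.0499. As a set the list showed no shift in a common direction (camera p 0.375, fry p 0.347). These tests cannot detect changes that go both ways, so they leave open whether the list changed more than other genes.

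Because the study reported faster growth and more cells in S and G2/M phase after the knockdown, cell cycle lists were tested. The phase result came from flow cytometry of cells that had been starved of serum and then fed again. No such step is stated for these libraries, so the lists do not test that result directly. All 43 S phase genes were tested, and 38 had a positive log2 fold change, with a median 0.25 above that of all genes. Of the 43, 22 passed adjusted over the list alone and 21 over all genes tested, of which 19 were higher and 2 lower. Camera gave an adjusted p of 1.09e-08 and fry 0.0264, but camera with the correlation estimated from the data (0.374) gave 0.308 (2.14e-10 to 0.308 over the alternatives). Camera's preset correlation was too low for this list, and 3 of the 10 splits of the 6 libraries, the real one included, gave as small a camera p. The lowest in another split was 3.46e-12. The rise was therefore not told apart from other differences between libraries. Each other split mixes the groups and keeps part of any group difference, so the splits cannot decide its source. The G2/M list had 27 genes higher and 27 lower of 54, with a median 0.10 above that of all genes. Its camera adjusted p of 0.0466 was not matched by fry (0.601) or by the estimated correlation (0.662), with a range of 0.00146 to 0.662 over the alternatives, and 4 of the 10 splits gave as small a camera p. Adjusted over the list alone, 11 of its genes passed, and 16 over all genes tested.

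The interferon-response list was included to check for a response to the vector or hairpin. It was lower in shPAX2, with 18 of 18 tested genes below 0 and a median log2 fold change 0.62 below that of all genes. Of these, 16 passed adjusted over the list alone and 15 over all genes tested. The adjusted p was 6.79e-06 in camera and 0.000112 in fry, and 0.132 in camera with an estimated correlation (5.08e-07 to 0.132 over the alternatives). Only the real split of 10 gave as small a camera p. *BST2* fell from 135 ± 14.9 to 49.4 ± 1.04 TPM and *IFI6* from 51.1 ± 2.17 to 12.3 ± 1.26 TPM (SD, n = 3 each). Both were chosen after their values were seen. The epithelial list had only 4 of 24 genes expressed enough to test (camera adjusted p 0.0765, fry 0.0264). The mesenchymal list (16 of 30 tested, camera adjusted p 0.893, fry 0.0567) and the urogenital development list (21 of 40 tested, camera adjusted p 0.893, fry 0.279) showed no shift in a common direction as sets. In the urogenital list 17 genes passed over all genes tested, 6 higher and 11 lower, and 19 passed adjusted over the list alone. For the epithelial and mesenchymal lists, 3 and 8 genes passed adjusted over the list alone, and 2 and 8 over all genes tested.

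**Figure D4:**
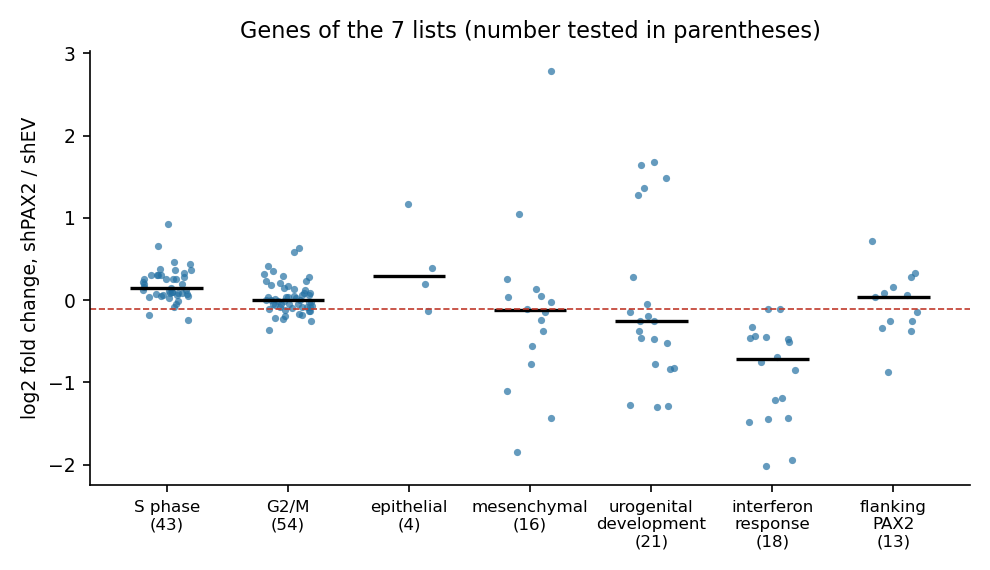
Log2 fold change (shPAX2 over shEV) of each tested gene in the 7 lists, with the median of each list as a black bar and the median of all tested genes as a dashed line. All 18 interferon-response genes lie below 0, while the G2/M list has 27 genes on either side of 0.

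*ESR1* and *PAX8* could not be compared. *ESR1* had at most 1 read in a library and *PAX8* at most 1, so no difference was detectable at this depth.

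A single hairpin was used, so matches to its strands were examined. Of 46 windows, 19 had an adjusted permutation p under 0.05, all with lower medians among genes with a match. The sense strand gave 10 of these and the antisense strand 9. This result was not specific to the hairpin, since genes with a match were lower for 88.5% of all 7-mers. Against all 7-mers, 1 of the 23 antisense windows lay at or under the first percentile, where chance gives 0.23. That window (GTCTATC in the 3′ UTR, from position 13 of the antisense strand) had 444 genes with a match, a median difference of -0.13 and a percentile of 0.0977. Its permutation p was 1e-05, the smallest that 100000 resamples give. Over all 23 windows of a strand, 64.9% of the lower genes past the threshold and 58.2% of the others had a match on the antisense strand, and 66.6% against 61.1% on the sense strand.

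**Figure D5:**
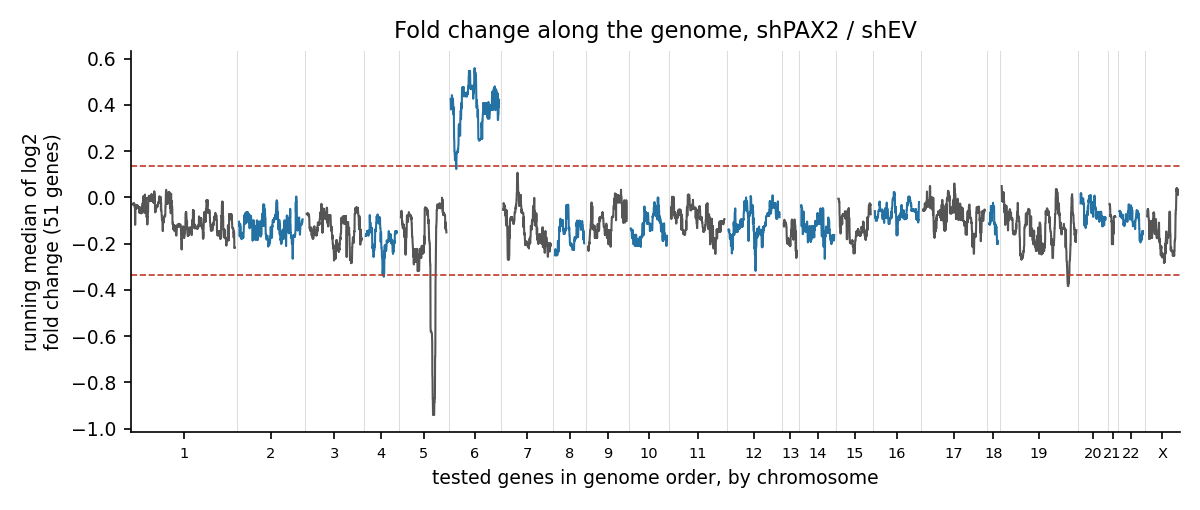
Running median of the log2 fold change (shPAX2 over shEV) over 51 tested genes in genome order, by chromosome, with dashed lines at the limits from shuffled gene order. Chromosome 6 lies above the upper limit in 583 of 584 windows, and a segment of chromosome 5 reaches -0.94.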

Values the study reported

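In Ishikawa cells, a different endometrial cancer line in which *PAX2* is silent, the study reported that putting *PAX2* back raised 246 genes and lowered 352. There, *PGR* expression rose 6.98 times.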

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

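*PAX2* stayed lower and past the test's threshold in all 15 alternatives that could test it, from -1.87 to -1.20. The filter at a TPM of 5 removed it from the test.

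The count of genes past the threshold (598, 188 higher and 410 lower) kept within 1.5 times in total under other pseudocounts, scalings, no filter and moderation. The filter at a TPM of 5 gave 303 genes (94 higher, 209 lower), because 295 of the 598 were no longer tested. Dropping the fold threshold gave 5629 (1612 higher, 4017 lower). Voom on the recovered reads, chosen after seeing the data, gave 789 and kept 97.0% of the 598. Without the genes of chromosome 6, also chosen after seeing the data, there were 570. Quantile normalization gave 240 higher and 293 lower genes, against 188 and 410 on the TPM scale. The fits that each left out one library gave 484 to 610 genes, 100 to 198 of them higher and 295 to 476 lower. The higher count fell by over 1.5 times without shPAX2 replicate 2 (100) and without shPAX2 replicate 3 (104). By construction 72 of the 188 higher genes were then not tested, since genes expressed only in shPAX2 no longer reach 3 libraries.

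The replicate numbers did not pair the samples. Correlations of the deviations of same-numbered libraries were -0.0523, 0.0815 and 0.00140. With the replicate number as a block there were 588 genes, and *PLK2* had an adjusted p of 0.0511 in place of 0.0146 (4.03e-06 to 0.0511 over the alternatives).

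The S phase list, 0.25 above all genes, and the interferon-response list, -0.62 relative to them, passed in every alternative in which the lists were tested except the estimated correlation, where the adjusted p was 0.308 and 0.132. The lists were not tested with voom. The G2/M list did not hold. It was 0.0686 with no filter, 0.0830 with the filter at a TPM of 5 and 0.10 with fry or the estimated correlation, none of them past the threshold, and it reversed to -0.0046 under quantile normalization. Across the fits without one library its value ran from 0.0848 to 0.12, and it lost significance without shEV replicate 2 (0.10), shEV replicate 3 (0.0885) or shPAX2 replicate 3 (0.0848). The epithelial list, 0.40, passed with fry, and at 0.41 without chromosome 6. The mesenchymal list, -0.02 relative to all genes and never past the threshold, reversed to 0.0080 with no filter, and lay between -0.10 and 0.11 across the fits without one library, above 0 without shEV replicate 1 (0.11) and without shPAX2 replicate 1 (0.04). The cause of these changes was not tested.

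Matches to the hairpin gave 19 windows with 7-mers and 9 with 8-mers. Among the named genes other than *PAX2*, 5 results became significant (4 of them *HIF1AN*) and 1 lost significance. The planned count models on raw counts were not run, because the values are TPM. Depth limits the genes at the floor, whose changes are bounds.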

Other observations

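A preliminary fit had shown the counts and the list results before any of these tests was set, and the running medians had shown the shift of chromosome 6 before its tests were set. Most tests were set before their own value was computed. The extent of the shift along chromosome 6 and the histone genes with that shift removed were tests chosen only after the result was seen. All explanations here are hypotheses, since the patterns were found and tested on the same data.

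Genes on chromosome 6 were higher in shPAX2 than genes elsewhere by 0.51 on the log2 scale, a ratio of 1.42. The shifts of the other chromosomes ran from -0.07 to 0.04. Relative to the mean of all libraries, the chromosome stood at -0.24, -0.26 and -0.25 in shEV replicates 1 to 3 and at 0.27, 0.23 and 0.25 in shPAX2 replicates 1 to 3, so the gap between the groups was 0.48 and the largest range within a group 0.0384. An outlying library is thus argued against. So is a handful of strongly changed genes, since 87.5% of the chromosome's genes lay above the median of the other chromosomes. Removing each library's trend with gene length and GC content left 94.9% of the shift, and it was 0.46, 0.53 and 0.54 in genes of low, middle and high expression. The shift was 0.51 under quantile normalization. It covered 99.8% of the 51-gene windows along the chromosome, on both arms. This is consistent with a different number of copies of chromosome 6 in the 2 cell populations, a candidate explanation that would be independent of *PAX2* itself. Expression alone does not show whether shPAX2 cells gained or shEV cells lost copies, and no DNA measurement was used here. Among the 10 splits of the 6 libraries, 1 (the real one) gave as large a shift on some chromosome. The largest shift of any chromosome in another split was 0.18. The count of 10 splits is by itself too small to exclude chance. The gap of 0.48 between the groups, against a range of at most 0.0384 within a group, argues against chance variation between libraries as the source. A regulatory effect on the whole chromosome stays open and untested.

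For the 598 genes past the threshold, the tables argue against several technical causes as the whole explanation. Thinning to equal depth kept a median of 89.8% of them. Removing the trends with gene length and GC content kept 84.9% of the 569 that have a length and GC value. Of the 571 with an annotated position, 5.08% lay in runs of neighbouring genes outside the range of shuffled order. The share was 5.32% of all tested genes with a position. A copy-number difference such as that of chromosome 6 may thus account for few of the calls past the fold threshold. Few were likely from the start, since the chromosome 6 shift of 0.51 lies below that threshold. It still bears on 24.4% of the genes higher at an adjusted p under 0.05. Medians over 51 genes can miss shorter segments, so smaller copy-number differences stay open. Among the 10 splits, 1 (the real one) gave as many genes, and no other gave more than 1. That is the smallest share that 10 splits allow, so the count of splits decides nothing for this count. A difference between 2 independently derived cell populations that does not depend on *PAX2* was not tested, because each arm comes from 1 construct.

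The excess of lower calls was 68.6% on the TPM scale and 60.7% under median-of-ratios scaling, so the excess stayed when the scaling was set by the typical gene. This argues against closure of TPM as its whole cause, by a limit set before that scaling was run. Closure may still account for part of the excess, since 293 of 533 calls were lower under quantile normalization, a nearly even division. Trends with gene length and GC content may also account for part. With those trends removed, 312 of 524 calls were lower. That step also moved the median log2 fold change from -0.10 to 0.023, so its effect cannot be told apart from a change of scaling.

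Repression by the hairpin of transcripts with a seed match stays open as a cause of the lower genes. There was 1 antisense window at or under the first percentile of all 7-mers, more than the 0.23 that chance gives. The windows on either side, which overlap it, lay at the 1.07 and 1.68 percentiles, so windows are not independent and the count against chance is uncertain. The position at which the guide strand starts is not known. That window was matched in 24 of 362 lower genes with a 3′ UTR, so it alone could not explain most of them. The lower genes also had longer 3′ UTRs (median 1756 against 1307 bases), which raises the chance of any match.

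The S phase list stayed higher without its 2 genes on chromosome 6 (camera p 4.73e-10), which argues against that chromosome as the source. Yet 3 of the 10 splits gave as small a camera p for this list, and 4 of the 10 for the G2/M list. Neither list can therefore be told apart from chance. The other splits mix the groups and keep part of any group difference, so they do not show where these differences arose. A larger share of S phase cells could raise the replication-dependent histone genes. Their median was 0.10 above that of all genes, but 23 were higher and 23 lower, and 34 of the 46 lie on chromosome 6. Relative to its other genes those 34 were at -0.21, and the 12 elsewhere were at -0.23 relative to other chromosomes. With the shift of the chromosome removed, a step chosen after the result was seen, the set was lower (camera p 0.00272, fry p 0.00386, estimated correlation p 0.345). The share of S phase cells can therefore not be read from these genes.

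The interferon-response list stayed lower without its 2 lowest genes, *IFI6* and *OASL* (camera p 3.71e-05), so 1 or 2 genes did not carry it. Of the 10 splits, 1 (the real one) gave as small a camera p. That is the smallest share that 10 splits allow, so the count of splits decides nothing here. The camera p was 2.26e-06 in the real split and at the lowest 0.00188 in another, and 15 of the 18 genes passed on their own, all lower (limma adjusted p under 0.05). Whether the empty vector raised these genes or the knockdown lowered them was not tested, since untransduced cells were not analysed here.

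A segment of chromosome 5 from 140078265 to 141321612 reached a running median of -0.94. Of its 62 genes at window centres, 52 have names of the protocadherin family, whose clustered members can share exons, so their values are not independent and no explanation was tested. A smaller segment of chromosome 19 (52785050 to 53662328) held 21 zinc finger genes of 23 and reached -0.38.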
